A study of Mus musculus with 225 samples. Its data were reported in "Single-cell RNA sequencing identifies distinct mouse medial ganglionic eminence cell types" (2017).

How the data were processed

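Single cells from the medial ganglionic eminence (MGE), a ventral forebrain region of the mouse embryo that produces GABAergic neurons, had been captured on a microfluidic chip and sequenced one library per cell. The series holds 225 such cells from embryonic days 11.5, 13.5, 15.5 and 17.5, and each library is 1 cell. The authors deposited a raw read count per gene and cell, and beside it an nRPKM value, in which reads are divided by gene length and by library size after scaling by a size factor. Both columns were read from every table. The submitters' processing notes name the aligner GSNAP and the mouse genome GRCm38, without versions. The counts were used for all comparisons, and the RPKM-type values deposited by the authors served for 1 alternative and for the relative length of each gene, since the count divided by nRPKM is proportional to it within a cell.

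The tables hold 36528 gene identifiers. Of these, 31049 were named through the RefSeq annotation, 78 through GENCODE, and 5401 stayed without a name. The unnamed identifiers took a median of 2.05% of the counts of a cell and at most 4.18%. Total counts per cell ranged from 244837 to 7686482, with a median of 2387492. Reads were not collapsed by molecule, so intervals and limits given for counts cover counting error only.

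Cells were grouped by the labels, which give an age, a date, a class (proliferating or maturing), a subtype (pro1 to pro5, mat1 to mat5) and, for some cells, a non-neural type. The class called maturing is the one that the study describes as immature neurons. Classes and subtypes had been defined by the authors from expression in the same cells. Differences between them therefore describe the classes and are not independent evidence that they differ. The labels name no animal. Cells of 1 date always share 1 age, so a date was taken as 1 preparation, and the 11 preparations were the replicates. They are written by age and letter in order of date (E11a and E11b, E13a to E13d, E15a and E15b, E17a to E17c). The dates fall into a winter period with 7 preparations (E13a, E13b, E13c, E15a, E17a, E17b and E17c) and 45 cells, and a summer period with 4 preparations (E11a, E11b, E13d and E15b) and 180 cells. Cells labelled microglia or vascular smooth muscle were kept out of the proliferating class even where they had a subtype.

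Counts were summed over the cells of 1 class and 1 preparation, with at least 4 cells per sum, or over the cells of 1 subtype and 1 preparation, with at least 3 cells per sum. A gene was tested where 3 or more of the cells compared held 10 or more counts of it, with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood fit, Benjamini-Hochberg adjustment, false discovery rate of 0.05). Class and subtype comparisons had the preparation as a block. Age trends had age in days as a linear term and the collection period as a second term. There were 11 such comparisons. Levels are counts scaled to library size (CPM) averaged over preparations with their SD, and log2 differences are given with their standard error. The pairing by preparation was checked by correlating, across 1946 genes, how far the maturing and the proliferating sum of a preparation lay from the mean of their class. The correlations within a preparation were 0.0646 (E11a), 0.0897 (E11b), 0.108 (E13b), 0.114 (E13d) and 0.0945 (E15b), against at most 0.0729, 0.0591, -0.0674, 0.0714 and 0.0739 with the sums of other preparations, so that E11a alone was closer to another preparation than to its own pair.

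A total of 33 lists of marker and pathway genes (589 genes, all matched) had been fixed, and up to 28 of them, those with at least 4 tested genes, were tested in a comparison with camera of limma 3.58.1. The main setting was an inter-gene correlation of 0.01, and the test was repeated with a correlation estimated from the data. The ribosomal list was taken by a pattern of gene names, and 11 of its 95 genes are S6 kinases or a binding protein. Adjusted p for a list is over the lists of 1 comparison. Several lists hold genes that the study named from these cells (among them mitosis, DNA replication, general neuronal, synaptic, GABAergic, guidance and migration, ventricular and subventricular zone, MGE and LGE lineage, pallidal and cholinergic, cortical interneuron, dorsal and ventral MGE, somatostatin and parvalbumin, ribosomal protein, oxidative phosphorylation, translation initiation). Their direction is not independent evidence. For each list, genes past the threshold are given over all genes tested and adjusted over the list alone.

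The genes named were chosen by a rule. It takes the 8 genes with the largest log2 difference in each direction among those past the threshold with the same sign in every preparation (for age, in the summer preparations) and a mean of at least 50 CPM in a group, leaving out predicted and unnamed gene models. It adds, for each list described, the first gene written in it and the 3 members past the threshold with the largest absolute difference. The groups, comparisons, gene lists, rule for named genes and most alternatives were fixed before the data were examined.

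Shares of maturing cells were compared between preparations with a two-sided exact permutation test and with Pearson and Spearman correlations with age (100000 permutations). Intervals for shares are 95% exact Clopper-Pearson intervals. Where a count was 0, the limit given is 3 counts of the total. Coexpression of a list was the mean Spearman correlation between its genes across the cells of 1 preparation with at least 10 such cells, averaged over preparations, and was placed among 10000 random lists matched on mean level and number of cells with a count. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the remaining work.

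The alternatives were DESeq2 1.42.0, limma on the mean over cells of log2(CPM + 1), edgeR without TMM or with upper-quartile factors, edgeR's own filter or no filter on low counts, no block, other sets of cells, no term for the period or summer preparations alone, an estimated inter-gene correlation, other measures of coexpression, nRPKM in place of CPM, and leaving out each preparation in turn. Some alternatives were added after seeing the data, among them cells with at least 2000000 counts, cells with under 5% mitochondrial counts, both scalings for the list tests, the ribosomal list without those 11 genes, and pro4 against pro3 without cells with a non-neural label. The class fit was also tested on simulated data in which 200 genes had been changed. At a log2 difference of 8, 27 of 100 changed genes were called, and at a log2 difference of 4, 1 of 100, with 0 unchanged genes called. For mat5 against mat2 the same sizes gave 4 and 1 of 100, and slopes of 1 and 2 per day in maturing cells gave 0.

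The scaling moved the median log2 difference of all genes in several comparisons. With TMM, no TMM and upper-quartile factors it was 0.15, 0.19 and -0.02 for age in maturing cells, -1.84, -2.47 and -0.84 for the period, 0.41, 0.47 and 0.25 for mat5 minus mat2, 0.70, 0.82 and 0.38 for mat5 minus mat3, 0.31, 0.37 and 0.12 for mat2 minus mat3, and 0.45, 0.67 and 0.53 for pro4 minus pro3. Differences are given as fitted with TMM, and the list tests set the genes of a list against all other genes.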

Results

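RNA was measured in 225 single cells of the mouse MGE, 96 from embryonic day E11.5, 48 from E13.5, 63 from E15.5 and 18 from E17.5. By their labels, 70 cells were proliferating progenitors, and 58, 20, 39 and 16 cells at these 4 ages were maturing neurons. Another 11 cells had a non-neural label alone or in place of a class (4 microglia, 3 vascular smooth muscle, 2 astrocyte and ependymal, 1 ependymal and 1 endothelial), and 11 cells had no class. The median total count per cell was 2391331 at E11.5 (1185846 to 4200693), 3322531 at E13.5 (244837 to 6600739), 1890233 at E15.5 (787724 to 5139704) and 3147123 at E17.5 (1647414 to 7686482). A cell had a count in 3707 to 7484 genes, with a median of 5053. Of the 225 cells, 69 had under 2000000 counts and 3 had 5% or more of their counts in mitochondrial genes. The only cell labelled pro1 had 52.6% of its counts there. Of the genes with a count in a cell, a median of 1985 had 1 to 9 counts and 3101 had 10 or more.

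Which genes separate proliferating progenitors from maturing neurons was asked in 5 preparations that held both classes (E11a, E11b, E13b, E13d and E15b). Maturing cells had nearly no RNA of cell division genes and had more RNA of general neuronal and synaptic genes. Bub1, a kinase of the spindle checkpoint (gene 12235, chromosome 2, 127800197 to 127831859), was at 0.109 ± 0.0470 CPM in maturing and 300.3 ± 115.2 CPM in proliferating cells (SD, n = 5). Tmem130, which encodes a membrane protein (gene 243339, chromosome 5, 144735915 to 144761578), was at 401 ± 351 CPM in maturing and 0.244 ± 0.197 CPM in proliferating cells. At least 10 counts of Tmem130 were present in 56.8% of maturing cells and 0% of proliferating cells, and for Bub1 the shares were 0% and 61.5%.

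Of 14354 genes tested, 42 rose and 76 fell in maturing cells. All but 6 of them had the same sign in all 5 preparations, and every one had the same sign in the fitted difference at E11.5 and at later ages. Among those that fell, 22 belonged to the mitosis or DNA replication lists. The largest falls were in Ddx11, a DNA helicase of sister chromatid cohesion (log2 -11.82 ± 1.18, adjusted p = 0.00642), and Bub1 (-11.38 ± 1.20, adjusted p = 0.00642). They were followed by the kinetochore genes Nsl1 (-11.25 ± 1.34) and Nuf2 (-11.25 ± 1.52), cyclin B1 (Ccnb1, -11.02 ± 1.40), the DNA repair gene Brca1 (-10.87 ± 1.61), Cep55, which acts in cytokinesis (-10.78 ± 1.55), and Depdc1b (-10.73 ± 1.45). The largest rises were in Caly and the neurofilament gene Nefl. Caly had 13683 counts in maturing and 3 in proliferating cells, a ratio of 3229 (95% counting interval 1105 to 15660), and Nefl had 7357 and 2, a ratio of 2604 (721 to 21509). They were followed by Plppr1 (log2 10.78 ± 1.65, adjusted p = 0.0208), Tmem130 (10.58 ± 1.21, adjusted p = 0.00756), the axonal adhesion gene L1cam (10.56 ± 1.78), Spock1 (10.55 ± 1.82), Fam78b (10.28 ± 1.19) and Rph3a, a gene of vesicle traffic (10.25 ± 1.57). The level of Fam78b in maturing cells varied widely between preparations (860.4 ± 1844 CPM).

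Cell cycle genes fell as groups. All 24 mitosis genes were lower in maturing cells, and 18 of them fell over all genes tested and 23 adjusted over the list alone (adjusted p = 3.8e-32, and adjusted p = 0.0223 with an estimated correlation). Aurkb, a mitotic kinase, fell by 10.71 on the log2 scale, while Mki67, the proliferation marker, had log2 -8.31 ± 1.85 with adjusted p = 0.0770. All 21 DNA replication genes were lower, and 4 of them fell, 15 adjusted over the list alone (adjusted p = 3.4e-15, and adjusted p = 0.0223 with an estimated correlation). The helicase subunit Mcm2 fell from 287 to 0.921 CPM, and Cdt1 (-10.26 ± 1.18), Mcm3 (-9.55 ± 1.69) and Rrm2 (-8.80 ± 0.93) fell with it. Rrm2, which makes deoxynucleotides, had 10 or more counts in 96.9% of proliferating and 8.11% of maturing cells. All 17 ventricular zone genes, which mark radial progenitors, were lower, with 2 falling over all genes and 12 adjusted over the list alone (adjusted p = 1.2e-15, and adjusted p = 0.0223 with an estimated correlation). These were led by Pdpn (-9.99 ± 0.96, 643 to 0.655 CPM) and the endothelin receptor gene Ednrb (-8.71 ± 1.33), while Hes1, an effector of Notch signalling, had log2 -8.19 ± 1.64 with adjusted p = 0.0622. The subventricular zone list was lower in 10 of 14 genes with 1 fall, Ccnd2 (-4.74 ± 0.84, 2264 to 104.2 CPM), also 1 adjusted over the list alone. Its call (adjusted p = 0.0227) gave adjusted p = 0.163 with an estimated correlation, and Ascl1, its first gene, had log2 -3.07 ± 1.83 with adjusted p = 0.521.

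Neuronal genes rose as groups. All 19 general neuronal genes were higher in maturing cells, and 6 rose over all genes and 17 adjusted over the list alone (adjusted p = 3.4e-15, but adjusted p = 0.0943 with an estimated correlation). Tubb3, neuronal tubulin, was at 6035 ± 824 CPM in maturing and 987 ± 680 CPM in proliferating cells (adjusted p = 0.0644). Of the synaptic list, 20 of 21 genes were higher, 2 rose and 15 rose adjusted over the list alone (adjusted p = 7.2e-12, and adjusted p = 0.0223 with an estimated correlation). The sodium channel gene Scn3a rose by 9.98 ± 1.13, with 10 or more counts in 75.7% of maturing and 0% of proliferating cells, and the GABA receptor gene Gabrg2 rose by 10.37 ± 1.66, while Snap25 had log2 2.89 ± 1.24 with adjusted p = 0.343. All 4 somatostatin interneuron genes were higher, with 2 rising (Sst 8.47 ± 1.52, Reln 9.43 ± 1.15) and 3 adjusted over the list alone (adjusted p = 2.0e-04, but adjusted p = 0.0816 with an estimated correlation). Sst had 10 or more counts in 17.1% of maturing cells. Further calls were all lost with an estimated correlation: guidance and migration (14 of 16 higher, 0 over all genes, 8 adjusted over the list alone, adjusted p = 7.2e-05 and adjusted p = 0.150 with an estimated correlation) and GABAergic (9 of 10 higher, 0 and 5, adjusted p = 0.00244 and adjusted p = 0.163 with an estimated correlation). So were MGE lineage (10 of 13 higher, 1 and 3, adjusted p = 0.0108 and adjusted p = 0.146 with an estimated correlation) and pallidal and cholinergic (7 of 8 higher, 0 and 5, adjusted p = 0.0121 and adjusted p = 0.267 with an estimated correlation). Gad1, which makes GABA, had log2 5.36 ± 1.83 (adjusted p = 0.231), the MGE regulator Lhx6 3.36 ± 1.53 (adjusted p = 0.371), Lhx8 3.62 ± 1.64 (adjusted p = 0.377) and Epha4 -1.01 ± 1.03 (adjusted p = 0.756). The other 17 lists tested had adjusted p of 0.110 to 0.977. Because the study named many of these genes from the same cells, the counts are not independent evidence.

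**Figure D1:**
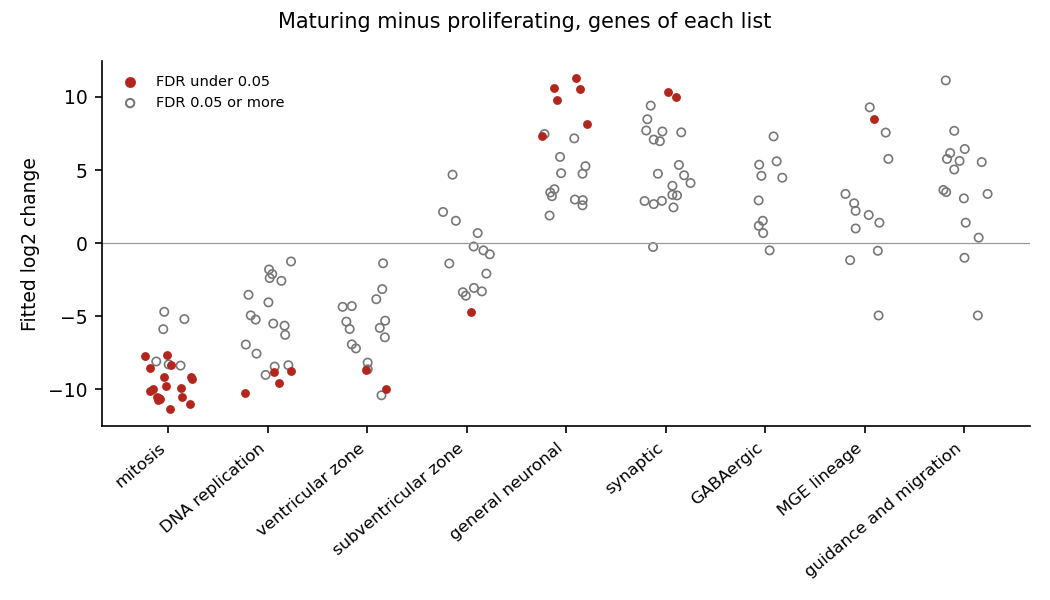
Fitted log2 difference, maturing minus proliferating, of each tested gene in 9 lists (points; filled where the false discovery rate was under 0.05). All 24 mitosis genes lie below 0 and all 19 general neuronal genes above it.

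The number of genes called rested on single preparations. Leaving out E11a, E11b, E13d or E15b left 3, 12, 1 and 0 genes, while leaving out E13b gave 368, which included 88.1% of those called above. E13b held the pro1 cell, and in its maturing and proliferating sums 1 cell gave a median of 99.6% and 99.4% of a gene's counts. DESeq2 called 2549 genes, which included 99.2% of those called above, and limma with each cell weighted equally called 1331.

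Whether the same genes separate the classes at each age was asked by fitting E11.5 (n = 2) apart from E13.5 and E15.5 (n = 3). At E11.5, Gad1 was at 395 ± 260 CPM in maturing and 0.456 ± 0.156 CPM in proliferating cells, and Lhx6 at 593 ± 102.2 and 4.71 ± 3.86 CPM. At the later ages Lhx6 was at 436 ± 379.5 CPM in maturing and 107.5 ± 94.1 CPM in proliferating cells. Mcm2 (log2 -8.15 ± 2.13 and -9.13 ± 1.80), Mki67 (-8.32 ± 2.70 and -8.30 ± 2.91), Hes1 (-8.16 ± 3.02 and -8.20 ± 2.39), Tubb3 (3.01 ± 0.95 and 2.94 ± 0.85) and Sst (7.89 ± 2.61 and 8.86 ± 2.16) had the same direction at both times, with adjusted p of 0.744 to 0.833 at E11.5 and 0.183 to 0.482 later. No gene passed the threshold in edgeR at E11.5 (0, with 841 at an unadjusted p under 0.05, 1257 by DESeq2 and 433 by limma) or later (0, with 1215, 2219 and 183). Without E13b the counts were 45 and 34.

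At E11.5, 11 lists were called and none with an estimated correlation (adjusted p = 0.0783 to 0.202 with an estimated correlation). The mitosis list was lower in all 24 genes (0 over all genes, 20 adjusted over the list alone, adjusted p = 6.3e-27), the ventricular zone list in 17 of 17 (0 and 11), and DNA replication in 21 of 21 (0 and 3). General neuronal genes were higher in 19 of 19 (0 and 13), synaptic genes in 19 of 21 (0 and 2), guidance and migration in 14 of 16 (0 and 0), GABAergic in 9 of 10 (0 and 2), pallidal and cholinergic in 7 of 8 (0 and 0), somatostatin in 4 of 4 (0 and 2) and MGE lineage in 9 of 13 (0 and 4). All 5 dorsal MGE genes were lower (0 and 0, adjusted p = 0.00294, but adjusted p = 0.152 with an estimated correlation), among them Nr2f1, a nuclear receptor, at 240 ± 32.2 CPM in maturing and 563 ± 177 CPM in proliferating cells. At E13.5 and E15.5, 9 lists were called, again none with an estimated correlation (adjusted p = 0.0743 to 0.197 with an estimated correlation). Mitosis (24 of 24 lower, 22 adjusted over the list alone), DNA replication (21 of 21, 11), ventricular zone (17 of 17, 8) and subventricular zone genes (12 of 14, 1) were lower. General neuronal (19 of 19, 11), synaptic (21 of 21, 6), somatostatin (4 of 4, 3), guidance and migration (13 of 16, 0) and MGE lineage genes (10 of 13, 1) were higher, with 0 past the threshold over all genes in each.

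The difference between the ages was tested itself, and no gene passed (0 in edgeR and 0 in limma, with 259 at an unadjusted p under 0.05 and 265 by DESeq2). Pallidal and cholinergic genes were relatively lower in maturing cells at the later ages (6 of 8, adjusted p = 0.0404, but adjusted p = 0.536 with an estimated correlation), with 0 of them past the threshold over all genes or adjusted over the list alone. Lhx8, which specifies cholinergic and pallidal neurons, had a difference of -4.27 ± 2.88 (adjusted p = 1). Oligodendrocyte lineage genes were relatively higher at the later ages (5 of 6, 0 and 0, adjusted p = 0.0404, but adjusted p = 0.527 with an estimated correlation), and Pdgfra, a receptor of their precursors, had adjusted p = 1.

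Whether maturing neurons make up more of the dissected cells with age was asked over the 11 preparations. The study found the borders of the MGE obscure at E15.5 and E17.5. It could not rule out cells of the neighbouring lateral ganglionic eminence (LGE), above all at older ages. At E17.5, 13 of 16 maturing cells were mat1, a subtype with a median LGE lineage sum of 5978 CPM and MGE lineage sum of 1.05 CPM per cell. The shares may therefore not be those of MGE cells alone. At E15.5 and E17.5, 88.9 ± 10.8% of the classed cells of a preparation were maturing (SD, n = 5), and at E11.5 and E13.5, 45.9 ± 23.1% (n = 6). The difference of 43 points gave p = 0.00216 in a two-sided exact permutation test, the smallest value that its 462 splits allow. Each preparation had the same weight, although E13a, E13c and E17a held 2 classed cells each. In the 7 preparations with at least 7 classed cells the means were 87.1 and 56.3%. Their difference of 30.8 points gave exact p = 0.0286, the smallest possible there. Pooled by age, the shares were 61.1% of 95 cells at E11.5 (50.5 to 70.9%), 50% of 40 at E13.5 (33.8 to 66.2%), 76.5% of 51 at E15.5 (62.5 to 87.2%) and 94.1% of 17 at E17.5 (71.3 to 99.9%). These pooled intervals take cells as independent draws and leave out the spread between preparations. Of the 40 cells at E13.5, 28 came from E13d. Across preparations the share went with age (Pearson r = 0.669, permutation p = 0.0198, and Spearman rho = 0.740, permutation p = 0.0117). The correlation was weaker without E17.5 preparations, which lie equally far from the median age and farther than all others. Without 2 of them, E17b and E17c, r was 0.545 (permutation p = 0.129) and rho 0.529 (permutation p = 0.154). Without E17a or without E17b r was 0.601 (permutation p = 0.0612). In the preparations with at least 7 classed cells r was 0.830 (permutation p = 0.0266) and rho 0.679 (permutation p = 0.106).

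**Figure D2:**
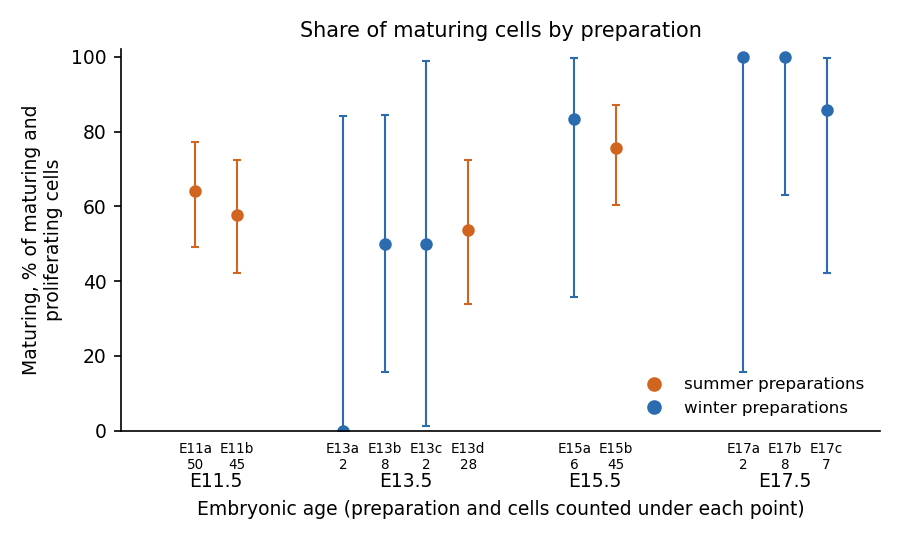
Maturing cells as percent of maturing and proliferating cells in each preparation, by age (points with 95% exact Clopper-Pearson intervals; cell numbers under the preparation names; orange, summer; blue, winter). The E17.5 preparations lie between 85.7 and 100%.

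The collection period is tied to age, since all E11.5 cells came from summer and all E17.5 cells from winter. Within winter (n = 7), the later preparations had 58.9 points more maturing cells (exact p = 0.0286, the smallest possible there), and r with age was 0.855 (permutation p = 0.0135). Of these winter preparations, E13a, E13c and E17a held only 2 classed cells each. Within summer (n = 4), E15b had 17.1 points more than the mean of the other preparations (exact p = 0.25, the smallest possible).

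Whether expression in 1 class shifts with age was asked with the collection period as a term. In maturing cells, genes of the lateral ganglionic eminence (LGE), the neighbouring origin of striatal neurons, had positive slopes. These were 16 of 17 LGE lineage genes (0 past the threshold over all genes, 4 adjusted over the list alone, adjusted p = 1.2e-04, but adjusted p = 0.502 with an estimated correlation). The LGE regulator Meis2 averaged 51.7 CPM at E11.5 and 599 CPM at E17.5, with a slope of 0.30 ± 0.38 per day (adjusted p = 1). At E17.5, 13 of 16 maturing cells were mat1, the subtype with the highest LGE sum (median 5978 CPM per cell). Synaptic genes were also up (16 of 21), with Snap25 at 356 CPM at E11.5 and 1458 CPM at E17.5. Mitosis (10 of 13), ribosomal list (56 of 90, and 51 of 80 without its 11 genes that encode no ribosomal protein), pallidal and cholinergic (5 of 8), GABAergic (7 of 10), nuclear oxidative phosphorylation (51 of 73), DNA replication (12 of 17), MGE lineage (8 of 12), mitochondrial genome (7 of 7) and subventricular zone genes (8 of 14) were mostly lower with age. For these 10 lists adjusted p was 0.00297 to 0.0443, but adjusted p = 0.502 to 0.570 with an estimated correlation, and 0 genes passed over all genes or adjusted over the list alone. Lhx6 (slope -0.06 ± 0.57), Gad1 (0.32 ± 0.43), Mcm2 (-0.40 ± 0.51), Lhx8 (-0.20 ± 0.78), Ndufb1 (-0.07 ± 0.32) and Rps27rt (-0.21 ± 0.53) had adjusted p = 1. These slopes were fitted with the period as a term and differ from the means. From E11.5 to E17.5 Ndufb1 went from 29.95 to 240.0 CPM, Lhx6 from 593 to 10.47 and Lhx8 from 165 to 0.0204, and the oxidative phosphorylation share over all cells from 1.09 to 1.93%. No gene passed in edgeR (0 of 13115, with 419 at an unadjusted p under 0.05, 459 by DESeq2 and 0 by limma). Without TMM the calls of DNA replication (adjusted p = 0.0542), GABAergic (0.0501), MGE lineage (0.0525), mitochondrial genome (0.0557), oxidative phosphorylation (0.116), ribosomal protein (0.0542) and subventricular zone genes (0.0542) were lost, and with upper-quartile factors those of subventricular zone (0.0526) and synaptic genes (0.0561).

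In proliferating cells (n = 5 preparations), no gene passed over all genes. E13b was the only winter preparation, so the period term takes it up fully. The slopes therefore rest on E11a, E11b, E13d and E15b, and E15b alone stands for E15.5. The 7 list calls below were all lost with an estimated correlation (adjusted p = 0.420). The subtypes shifted with age as well. Of the proliferating cells, 33 were pro4 and 4 pro3 at E11.5, and 4 were pro4, 6 pro3 and 2 pro2 at E15.5. In pro4 cells alone the slopes of Nr2f1 (-2.605) and Hmga2 (-6.59) stayed negative, while that of Tubb3 was -0.55, and no gene passed in edgeR (0, with 1009 at an unadjusted p under 0.05, n = 4). Nr2f1 averaged 563 CPM at E11.5 and 14.8 CPM at E15.5 (slope -1.25 ± 0.18, adjusted p = 0.603). Hmga2, a chromatin gene of young progenitors, was at 119.2 CPM at E11.5 and had no count at E15.5 (adjusted p = 0.603), while Gad1 was at 0.456 and 204 CPM (slope 2.53 ± 0.58, adjusted p = 0.603). The early temporal list (5 of 5 lower, 2 adjusted over the list alone, adjusted p = 0.00742) and the dorsal MGE list (5 of 5 lower, 1, adjusted p = 0.00742) were called down. Called up were GABAergic (8 of 9, 2, adjusted p = 0.00265), general neuronal (12 of 14, 0, adjusted p = 0.00266), mitosis (22 of 24, 0, adjusted p = 0.00742), guidance and migration (12 of 14, 0, adjusted p = 0.00974) and subventricular zone genes (10 of 12, 1, adjusted p = 0.0239). Tubb3 (0.33 ± 0.17), Mki67 (-0.12 ± 0.15), Epha4 (0.10 ± 0.11) and Ascl1 (0.24 ± 0.30) had slopes near 0 with adjusted p of 0.726 to 0.924. No gene passed over all genes in edgeR (0 of 11589, with 919 at an unadjusted p under 0.05, 630 by DESeq2 and 13 by limma).

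The subtypes divided between the collection periods. Of 35 classed winter cells, 30 were mat1, mat4, pro1 or pro5, and of 168 classed summer cells, 0, which allows a share of up to 1.79%. These 4 labels were grouped because no summer cell carried them. At E13.5 they were 11 of 12 winter cells and 0 of 28 summer cells, and at E15.5 3 of 6 and 0 of 45. In a test chosen after the data were seen, the subtypes found on 1 side only were sought again for every split of the 11 preparations into 7 and 4. They held a mean of 73.7% of the classed cells of a preparation in the split by period and at most 49.6% in the other 329 splits (exact p = 0.00303, the smallest possible). Within E13.5 and E15.5 the exact p was 0.0667, the smallest possible. mat2, mat3, pro2 and pro4 were found only in summer (25, 24, 7 and 40 cells), while mat5 had 2 winter and 58 summer cells and pro3 had 3 and 14.

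Winter maturing cells also differed in the oxidative phosphorylation and ribosomal protein lists, but both calls were lost with an estimated correlation. The sums also differed in makeup, since 1 cell gave a median of 68.5 to 99.6% of a gene's counts in the winter sums (4 to 8 cells) and 26.002 to 51.9% in the summer sums (15 to 34 cells). The ribosomal list was taken by a name pattern and holds 11 genes that encode no ribosomal protein (S6 kinases and a binding protein). Nuclear oxidative phosphorylation genes were higher in winter in 63 of 73 (0 over all genes, 5 adjusted over the list alone, adjusted p = 4.5e-21, but adjusted p = 0.136 with an estimated correlation) and ribosomal protein genes in 69 of 90 (0 and 0, adjusted p = 6.6e-16, but adjusted p = 0.136 with an estimated correlation). Without those 11, chosen after the data were seen, 66 of 80 were higher (adjusted p = 4.9e-19, but adjusted p = 0.213 with an estimated correlation). Mitochondrial genome genes were higher in 7 of 7 (0 and 7, adjusted p = 2.7e-05, but adjusted p = 0.566 with an estimated correlation) and general neuronal genes in 14 of 19 (0 and 0, adjusted p = 7.1e-04, but adjusted p = 0.213 with an estimated correlation). Ndufb1, a subunit of respiratory complex I, was at 201 CPM in winter and 32.96 CPM in summer (log2 3.43 ± 1.40, adjusted p = 0.339), Rps27rt had log2 2.38 ± 1.95 (adjusted p = 0.651) and Tubb3 0.89 ± 0.40 (adjusted p = 0.380). Over all cells, ribosomal protein genes took 1.101 ± 0.415% of the counts in winter preparations (mean of the median cell, n = 7) and 0.574 ± 0.0447% in summer (n = 4, exact p = 0.0394). Without the 11 genes the shares were 1.051 ± 0.454% and 0.544 ± 0.0218% and the exact p was 0.0515. For nuclear oxidative phosphorylation genes they were 2.16 ± 0.580% and 1.07 ± 0.0789% (exact p = 0.00606). Within E13.5 and E15.5 (n = 4 and 2) the exact p was 0.0667, the smallest possible there, and 0.2. Winter cells had a count in fewer genes (4529.7 against 5160.0, exact p = 0.0121), but within E13.5 and E15.5 the exact p was 0.333 (4502.4 against 4875). No gene passed in edgeR (0, with 1694 at an unadjusted p under 0.05, 1644 by DESeq2 and 0 by limma).

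**Figure D3:**
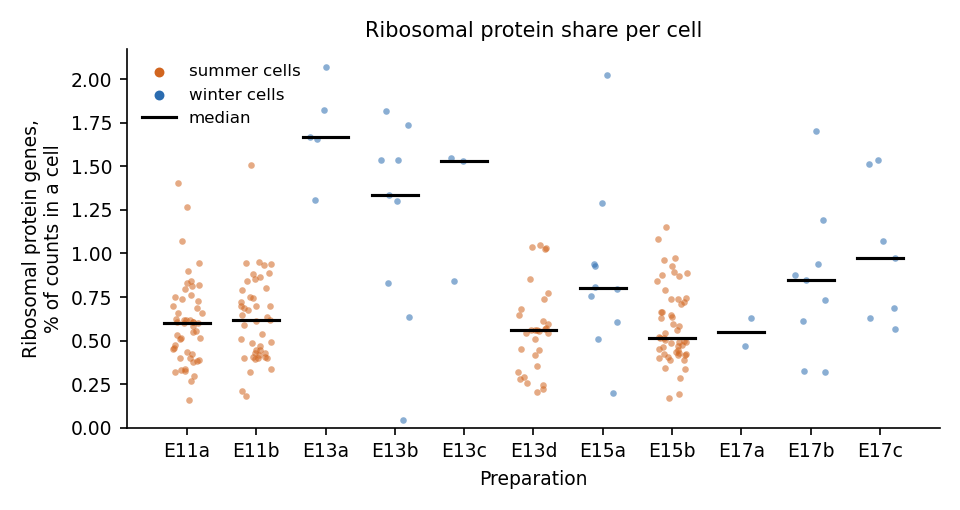
Percent of a cell's counts in the ribosomal list, with its 11 other genes, by preparation (points, cells; lines, medians; orange, summer; blue, winter). Medians lie between 0.518 and 0.616% in summer and between 0.550 and 1.67% in winter.

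Which lineages the maturing subtypes belong to was asked in 4 summer preparations with mat2, mat3 and mat5 (n = 4). mat5 cells had the highest MGE lineage sums of the 3, while each of the 5 cortical interneuron genes had 10 or more counts in only 21.7 to 43.3% of them. Lhx6 was at 894 ± 127.4 CPM in mat5, 472 ± 434 in mat3 and 202 ± 366 in mat2, and Maf, a regulator of interneuron maturation, at 424 ± 359, 44.8 ± 89.3 and 23.96 ± 20.5 CPM. Meis2 had 10 or more counts in 48% of mat2, 25% of mat3 and 12.1% of mat5 cells. Per cell, the LGE sum had a median of 1768 CPM in mat2, 1035 CPM in mat3 and 454 CPM in mat5, and the MGE lineage sum 59.7, 362 and 2967 CPM.

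Against mat2, all 12 MGE lineage genes were higher in mat5 (9 adjusted over the list alone, adjusted p = 3.7e-12, and adjusted p = 0.00631 with an estimated correlation), as were 13 of 14 subventricular zone genes (0 adjusted over the list alone, adjusted p = 1.1e-07, and adjusted p = 0.0159 with an estimated correlation) and 5 of 5 cortical interneuron genes (3, adjusted p = 1.9e-06, and adjusted p = 0.0313 with an estimated correlation). LGE lineage genes were lower in 14 of 16 (0, adjusted p = 7.2e-06, and adjusted p = 0.0159 with an estimated correlation). Synaptic (19 of 21 lower, 2, adjusted p = 6.2e-07, but adjusted p = 0.105 with an estimated correlation), general neuronal (14 of 19 lower, 3, adjusted p = 0.00380, but adjusted p = 0.216 with an estimated correlation) and GABAergic genes (8 of 10 higher, 2, adjusted p = 0.0191, but adjusted p = 0.288 with an estimated correlation) were called in the main setting. Lhx6 had log2 4.34 ± 1.71, Maf 4.30 ± 1.98, Gad1 1.5 ± 0.99, Ascl1 6.56 ± 2.53, Meis2 -3.15 ± 2.24, Snap25 -0.62 ± 0.68 and Tubb3 0.05 ± 0.20, with adjusted p of 0.819 to 0.999. The study defined these subtypes and chose several of the markers on these cells. Over all genes 0 of 12460 passed in edgeR, with 750 at an unadjusted p under 0.05, 1040 by DESeq2 and 38 by limma, and without E11a 1 gene passed.

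Against mat3, mat5 was higher in 11 of 12 MGE lineage genes (0 over all genes, 1 adjusted over the list alone, adjusted p = 1.3e-04, but adjusted p = 0.0802 with an estimated correlation) and in 5 of 5 cortical interneuron genes (0 and 2, adjusted p = 4.2e-04, but adjusted p = 0.108 with an estimated correlation). It was lower in 12 of 16 LGE lineage genes (0 and 0, adjusted p = 0.00547, but adjusted p = 0.108 with an estimated correlation) and in 15 of 19 general neuronal genes (0 and 0, adjusted p = 0.0136, but adjusted p = 0.341 with an estimated correlation). Maf had log2 8.0 ± 2.83 (adjusted p = 0.828), Lhx6 0.84 ± 1.20, Meis2 -2.41 ± 2.19 and Tubb3 -0.01 ± 0.20. No gene passed in edgeR (0, with 726 at an unadjusted p under 0.05, 1053 by DESeq2 and 4 by limma), and without E11a 1 gene passed.

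mat2 differed from mat3 in lower MGE lineage (9 of 12) and subventricular zone genes (10 of 14; adjusted p = 0.00188 for each, but adjusted p = 0.168 with an estimated correlation), lower late progenitor and gliogenic genes (6 of 7, adjusted p = 0.0116, but adjusted p = 0.273 with an estimated correlation) and higher synaptic genes (19 of 21, adjusted p = 0.00701, but adjusted p = 0.383 with an estimated correlation), with 0 past the threshold over all genes or adjusted over the list alone. Nfia, a gliogenic regulator, was at 42.7 ± 64.9 CPM in mat2 and 620.2 ± 707 CPM in mat3 (adjusted p = 0.985), Lhx6 had log2 -3.51 ± 1.79 (adjusted p = 0.985) and Snap25 0.50 ± 0.69 (adjusted p = 1). No gene passed in edgeR (0, with 609 at an unadjusted p under 0.05, 1020 by DESeq2 and 0 by limma).

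**Figure D4:**
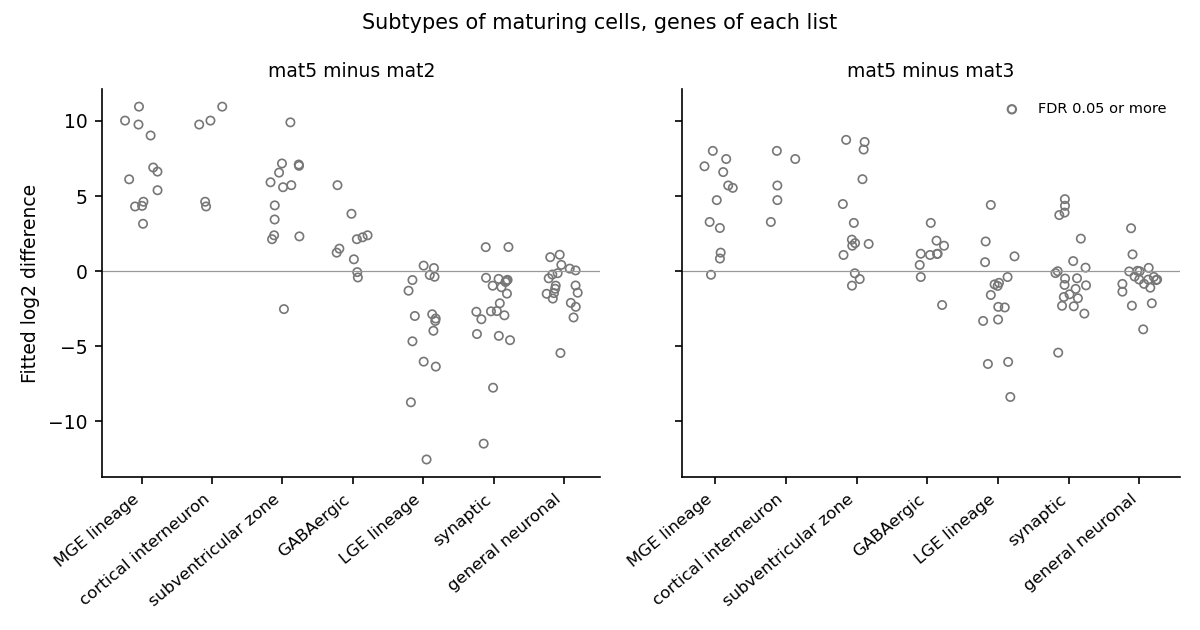
Fitted log2 difference of each tested gene in 7 lists, mat5 minus mat2 (left) and mat5 minus mat3 (right); points are genes, and none passed the threshold over all genes. All 12 MGE lineage genes lie above 0 against mat2.

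Among progenitors, pro4 and pro3 could be compared in 3 preparations (E11a, E13d and E15b). Tubb3 fell from 3433 ± 410 CPM in pro3 to 317 ± 257 CPM in pro4 (log2 -4.13 ± 0.57, adjusted p = 0.0324). The neurogenic factor gene Sox11 fell from 9132 ± 3198 to 2048 ± 972 CPM (-2.45 ± 0.32, adjusted p = 0.0293), the microtubule gene Map1b by 0.96 (adjusted p = 0.0223) and the actin gene Actb by 0.75 on the log2 scale (adjusted p = 0.0293). Gad1 had 10 or more counts in 53.8% of pro3 and 0% of pro4 cells (adjusted p = 1) and Lhx6 in 61.5% and 9.09% (adjusted p = 1), while Hes1 had 2143 counts in pro4 and 1 count in pro3 (adjusted p = 1). These 4 genes were all that passed in edgeR of 9921 tested (438 at an unadjusted p under 0.05). All 4 calls were lost without TMM, with upper-quartile factors and without the block (0 each), DESeq2 called 1378 genes including 1 of them and limma 48 including 3, and leaving out E11a or E15b gave 1 and 10.

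Of the lists, 10 were called, and all 10 gave adjusted p = 0.339 with an estimated correlation. All 9 GABAergic genes were lower in pro4 (0 over all genes, 3 adjusted over the list alone, adjusted p = 2.0e-06), as were 13 of 14 general neuronal (1 and 2, adjusted p = 1.1e-05) and 10 of 12 guidance and migration genes (0 and 0, adjusted p = 0.00255). Also lower were 8 of 10 MGE lineage (0 and 1, adjusted p = 0.00331), 19 of 24 mitosis (0 and 0, adjusted p = 0.00931), 7 of 12 subventricular zone (0 and 0, adjusted p = 0.0196) and 3 of 4 pallidal and cholinergic genes (0 and 0, adjusted p = 0.0369). Higher in pro4 were 18 of 20 DNA replication (0 and 1, adjusted p = 8.6e-04), 15 of 17 ventricular zone (0 and 2, adjusted p = 0.00255) and 4 of 4 astrocyte genes (0 and 0, adjusted p = 0.0138). The pro4 sums of E11a and E15b each held 1 cell that also had an astrocyte label. Without these 2 cells, a choice made after the data were seen, the same 4 genes were called, the astrocyte list had under 4 tested genes and could not be tested, and the pallidal and cholinergic call was lost (adjusted p = 0.0630). Mcm2 (log2 -0.30 ± 1.60), Mki67 (-1.60 ± 0.76), Epha4 (-1.81 ± 0.75), Lhx8 (-6.28 ± 3.80) and Ascl1 (-2.71 ± 4.97) had adjusted p = 1. Of the progenitor subtypes not tested, pro5 had the highest sums of the ribosomal list (median 15485 CPM per cell, against 8158 in pro4) and DNA replication genes (10404 against 7281 CPM), and its 5 cells in the proliferating class all came from winter E13.5 preparations. Another 3 cells labelled microglia and 1 labelled vascular smooth muscle also had the subtype pro5 and are not in these sums.

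Whether marker genes of 1 fate occur together in cells was asked within preparations. In mat5 cells (49 cells, 3 preparations), the cortical interneuron genes Maf, Mafb, Zeb2, Nxph1 and Ackr3 had a mean correlation of 0.213, above 99.95% of random lists. The study reported that Zeb2, Nxph1 and Ackr3 correlate with Maf and Mafb in the same cells, so this is not independent evidence. Maf had 10 or more counts in 43.3% of all mat5 cells, 28.6% at E11.5, 55.6% at E13.5 and 56.5% at E15.5, and Zeb2 in 17.9, 33.3 and 47.8%. The 5 genes did not all rise with age. Ackr3 was at 14.3, 22.2 and 30.4%, Nxph1 at 14.3, 44.4 and 21.7%, and Mafb at 39.3, 11.1 and 26.1%. Somatostatin genes (0.0979, percentile 88.99) and 3 parvalbumin genes (-0.201, percentile 2.77; Pvalb itself was left out as it had no count) lay within the middle 95% of random lists, and the correlation between these 2 lists was -0.0490 (percentile 16.79). Sst had 10 or more counts in 18.3% of mat5 cells and Npy in 25%, while Pvalb had them in 0 of 60, which allows a share of up to 5%. In proliferating cells (61 cells, 4 preparations), dorsal MGE genes had a mean correlation of 0.0876 (percentile 90.72), ventral MGE genes -0.0512 (percentile 20.77), and dorsal with ventral genes -0.0455 (percentile 7.51). With 10 or more counts as the measure, chosen after the data were seen, the ventral genes reached percentile 97.67, and with any count as the measure the parvalbumin genes were at percentile 1.92.

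Cells outside the neural lineage were described without a test. The 3 vascular smooth muscle cells had 11559, 67568 and 20080 CPM in 13 mural genes, against at most 228 CPM in a neural cell, although Acta2, smooth muscle actin, had no count in any of them. The endothelial cell had 7989 CPM in 11 endothelial genes (at most 126.2 CPM in a neural cell), with Cldn5, a tight junction gene, at 293 CPM. The 2 astrocyte and ependymal cells had 4998 and 3156 CPM in astrocyte genes (at most 2827 CPM in a neural cell). Of these sums, Aldh1l1 alone gave 4078 CPM in the first cell and 781 CPM in the second. The ependymal cell had 1931 CPM in ependymal genes (at most 1776 CPM), with the cilia regulator Foxj1 at 36.1 CPM. Of the 4 cells labelled microglia, 1 had 52714 CPM in 15 microglial genes and the others had 47.4, 23.9 and 4.79 CPM, below the 444 CPM reached by a neural cell. In all, 8 of these 11 cells exceeded every neural cell in the list of their label, with the 2 astrocyte and ependymal cells counted on astrocyte genes. In ependymal genes these 2 cells had 963 and 1005 CPM, below the neural maximum. Of the pro4 cells, 2 also carried an astrocyte and 2 an ependymal label, and these were counted among the neural cells.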

Values the study reported

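The study profiled 96 cells at E11.5, 48 at E13.5, 63 at E15.5 and 18 at E17.5. It reported a significant increase of immature neurons at E15.5 (P = 0.01) and at E17.5 (P = 0.003). Among proliferating progenitors it described 4 sub-populations, and among immature neurons 3. It putatively identified 4 astrocytes, 5 ependymal cells, 4 microglia, 1 endothelial cell and 3 vascular smooth muscle cells.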

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

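The tests of transcript length, cell types, embryonic age, the shorter ribosomal list, microglial carry-over, low counts and doublets were chosen only after the result was seen, while the test of depth was chosen before. A value far from the others of its group was searched for in 18 groups of 4 to 7 preparations or cells and found in 2. Chance gives such a value in about 1 of 20 groups, but several groups were measures of the same preparations or cells and are not independent.

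Ribosomal protein and nuclear oxidative phosphorylation genes took a larger share of the counts in winter than in summer preparations (1.101 against 0.574% and 2.16 against 1.07%), although the ribosomal exact p of 0.0394 was 0.0515 without the 11 genes that encode no ribosomal protein. Deeper sequencing of the winter libraries is argued against for the ribosomal share, since 13 winter cells from 5 preparations that were no deeper than the summer median still had a median 0.268 points above the summer median. A preference for short transcripts in winter libraries may be part of the cause, since outside these lists the shortest 10% of genes lay 2.31 (log2) above the longest 10% in winter relative to summer. Whether it is the whole cause stays open. The 23 of the 90 tested ribosomal genes that had a mean of at least 50 CPM lay above 99.71% of lists matched on length and mean. Such random lists do not keep the correlation between the genes of a list, and the ribosomal call was lost with an estimated correlation. Different cell types in the winter preparations cannot be told apart from the period, because 30 of 35 classed winter cells and 0 of 168 summer cells were mat1, mat4, pro1 or pro5, and only 3 labels, too few for a sign test, were present in both periods at 1 age (winter over summer ratios of 1.27 to 2.30 with a median of 1.79 for the ribosomal share, 1.08 to 2.36 without those 11 genes, and 0.857, in mat5 at E15.5, to 2.35 for oxidative phosphorylation). The age of the embryos, which goes with the period, is not the whole cause, since at E13.5 the lowest of 3 winter preparations lay above every summer preparation of any age by 0.720 points in the ribosomal share and 1.06 in that of oxidative phosphorylation, more than the range of the 3 (0.330 and 0.936), but age as part of the cause stays open, as does whether the winter subtypes are cell types or carry this difference between libraries.

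Of the 4 cells labelled microglia, 1 cell of E13a without a subtype held 52714.4 CPM in 15 microglial genes, far above the next with 47.4 CPM (gap over range 0.999, limit 0.829), and the other 3, all with the subtype pro5, held few. Too few counts are argued against, since a limit of 3 counts lay at no more than 1.60 CPM in those cells, which is 0.144% of C1qa in the first cell. Reads carried over within E13a from the first cell stay open, since the 2 cells of E13a without this label are too few to decide: they had a count in 23.3% of pairs of list gene and cell against 1.86% in 219 cells elsewhere, a ratio of 12.6, but 1 of them held 6 of the genes and the other 1, as many as 54 of the 219 held. Carry-over within E13a would not reach the labelled cell of E13c (4.79 CPM), while the 2 labelled E13a cells had a count in 86.7% of such pairs, which their label may have selected, with at most 23 counts of a gene (C1qb 7 and 22 against 75564) except for 272 counts of Cd68 in 1 of them against 1344 in the first cell. No biological explanation was tested, since no group of the design bears on it.

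Cells with at least 10 counts both of Xist and of Y-linked genes were 3 of 11 cells without a class and 6 of 214 others, and within preparations the share was 6.39 times as high in the cells without a class (exact p = 0.0417). At least 1 count of both was present in 90 of the 225 cells and no more often in cells without a class (ratio within preparations 0.899, exact p = 0.710), and at least 50 counts of both in 2 of 11 and 1 of 214 cells (exact p = 0.0377). Capture of 2 cells from embryos of both sexes is a candidate explanation for the 3 cells, all from E15a and E15b. It is less clear for the 1 cell of E15a. At 10 or more counts, 7 cells of E15a had Y-linked genes alone and 0 had Xist alone, against 15 and 30 in E15b. Low counts of both were widespread, as in 41 of 53 cells of E15b, and genes high in 1 cell of E15b had 1 to 9 counts in 16.2% of pairs of gene and other cell there against 2.86% in E15a (ratio 5.67, 7 genes; 8.83 from E15a, 4 genes), as RNA carried over between wells would give, but this measure leaves out genes with 10 or more counts in other cells, so the part of carry-over in such counts stays open. The study had inspected the loaded chips by eye to leave out multiple captures, and pairs from embryos of the same sex would not be seen by the counts used here.

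Other values stood apart without further tests. The share of maturing cells in E13a was 0%, the lowest of the 6 preparations of E11.5 and E13.5, with the next at 50% (gap over range 0.781, limit 0.625), and rests on 2 classed cells. The class difference of the oligodendrocyte lineage list differed between E11.5 and later ages (5 of 6 genes, adjusted p = 0.040352, but adjusted p = 0.527 with an estimated correlation). So did that of the pallidal and cholinergic list (6 of 8 genes, adjusted p = 0.040352, but adjusted p = 0.536 with an estimated correlation). A cell without a class had 593.493 CPM in endothelial genes, against at most 126.2 CPM in a neural cell. Another had 217.601 CPM in erythroid genes, against at most 167.8 CPM. No cell without a class had 10 or more counts in more than 1 of the 11 endothelial or 1 of the 9 erythroid genes. Neither sum therefore shows several genes of its list at that level. The labelled endothelial cell had 10 or more counts in 9 of the 11 endothelial genes. The median GABAergic sum of the cells without a class was 4293.12 CPM, above the median of all neural cells (1691.9 CPM), near that of mat5 (3938 CPM) and below the 90th percentile of neural cells (5805 CPM).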

How the results depend on the processing

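The tests of cells with under 5% mitochondrial counts, cells with at least 2000000 counts, 10 or more counts as detection, other scalings of the list tests, the ribosomal list without 11 genes and pro4 against pro3 without cells with a non-neural label were chosen after seeing the data. No result past its threshold changed direction under any alternative run, but results short of it did, such as the mean correlation of ventral MGE genes (-0.0512, and 0.229 with 10 or more counts as the measure). Of 1647 values of named genes, 1348 kept their direction and their side of the threshold, 153 became weaker, 89 stronger and 57 moved. Of 251 list tests under other settings, 169 kept their call and 82 lost it. Of 35 values of the share of maturing cells, 32 kept theirs and 3 became weaker. The cause of each shift below was not tested.

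Numbers of genes called were less stable. DESeq2 called 2549 genes between the classes at all ages, 1257 at E11.5 and 2219 later, 265 for the difference between these, 459 and 630 for age in maturing and proliferating cells, 1644 for the period, 1040 (mat5 against mat2), 1053 (mat5 against mat3), 1020 (mat2 against mat3) and 1378 (pro4 against pro3). With limma and each cell weighted equally, 1331 genes were called between the classes at all ages, 433 at E11.5, 183 later, 13 for age in proliferating cells, 38 for mat5 against mat2, 4 for mat5 against mat3 and 48 for pro4 against pro3. With no filter on low counts the classes gave 181 genes at all ages and 14 at the later ages, age 19 (maturing) and 99 (proliferating), the period 53, mat5 against mat2 5, mat5 against mat3 2, mat2 against mat3 1 and pro4 against pro3 26. With no replicate block 252 genes were called between the classes at all ages, 68 at the later ages and 0 between pro4 and pro3. Upper-quartile factors gave 1 gene for the period and 0 for pro4 against pro3, and no TMM 0 for the latter.

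Without pro1 and mat4 cells, with at least 10 cells per sum and without cells at or over 5% mitochondrial counts alike, 368 genes were called between the classes at all ages, 45 at E11.5 and 34 later, since each of these removes E13b. Leaving out each preparation in turn gave 0 to 368 genes at all ages (368 without E13b, 0 without E15b), 0 to 45 at E11.5, 0 to 34 later, 0 to 1 for mat5 against mat2 and for mat5 against mat3, and 1 to 10 for pro4 against pro3.

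With an estimated inter-gene correlation 8 of 80 list calls remained. Without the 11 other genes in the ribosomal list, 81 lists were called, with mat2 against mat3 added for this list (26 of 80 higher, adjusted p = 0.0376, but adjusted p = 0.640 with an estimated correlation). Without cells with a non-neural label, 4 genes were called between pro4 and pro3, and synaptic genes were added as a list (6 of 7 lower, adjusted p = 0.0432, but adjusted p = 0.384 with an estimated correlation). The share of maturing cells rose by 17.1 points within summer, where 4 preparations cannot give an exact p under 0.25. Past the middle 95% of random lists were 2 lists with detection alone and 2 with 10 or more counts as the measure, against 1. By nRPKM 5 of the 11 non-neuronal cells exceeded every neural cell, against 8. The neural cells included the pro4 cells with a second, non-neural label. The neural maximum in astrocyte genes by nRPKM (1082.66) was reached by 1 of these, against 1064.49 and 991.69 in the 2 astrocyte and ependymal cells. Fits of subtypes from cells with at least 2000000 counts could not be made. The offset of 10 in place of 1 cannot change a rank correlation within a preparation and is void as a test.

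The pro1 cell had 244837 counts and 247 genes with 10 or more counts, against 1003 in the next lowest cell.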

Other observations

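The splits of preparations were chosen before the results were seen. The grouping of subtypes by period was read from the labels.

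The winter subtypes of maturing cells differed in their marker sums. mat1 cells (16 cells) had the highest LGE lineage sum (median 5978 CPM per cell) and synaptic sum (9539 CPM), with an MGE lineage sum of 1.1 CPM and a pallidal and cholinergic sum of 407 CPM. mat4 cells (8 cells) had less of the synaptic genes (1559 CPM) and more of the subventricular zone (1649 CPM), somatostatin interneuron (313 CPM) and nuclear oxidative phosphorylation genes (24938 CPM, against 10262 CPM in mat5). The somatostatin sum of mat4 cells was uneven, with quartiles of 0.335 and 1174.5 CPM, so its median does not describe every cell. These labels were found in winter only, so their levels were not compared with a test.

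Among progenitors, pro3 and pro2 had the highest mitosis sums (18657 and 13889.5 CPM per cell, against 8836 in pro4 and 6724 in pro5). Ventricular zone genes were at 6385 CPM in pro4, 3251 in pro5, 2818 in pro2 and 1561 in pro3. MGE lineage genes were at 1396 CPM in pro3 and cortical interneuron genes at 566 CPM, against 330.4 CPM in mat5. The vascular smooth muscle cells also had 1137 to 3978 CPM in endothelial genes, and the ependymal cell 5094 CPM in astrocyte genes. The cells without a class had a median of 1995 CPM in ventricular zone genes against 426 CPM in neural cells, and 4241 CPM in general neuronal genes against 15151 CPM.

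Other splits of the same preparations were counted. The study assigned the classes and subtypes from the expression of these cells, which favours the real split in every count below except that of the period. Between the classes at all ages, 6 of 100 splits called as many genes as the real one (42 higher and 76 lower), and the highest other called 515, so chance cannot be excluded in this way. All 5 splits that called more part only the pair of E13b and keep both sums of every other preparation on 1 side. With preparation as a block, such a split rests on E13b alone. Other splits that part every pair called 0 genes. At the later ages 3 of 10 splits had as many genes at an unadjusted p under 0.05 (1215, highest other 2623), and 10 splits are too few for a share under 0.05. The 2 splits with more again part only the pair of E13b, while other splits that part every pair had at most 640. For the period, 1 of 35 splits, the real one, had as many (1694, highest other 1201), the smallest share possible. At the false discovery rate of 0.05, however, the real split called 0 genes and another split 8, so chance cannot be excluded in this way. For mat5 against mat3 the number at an unadjusted p under 0.05 was 1 of 35 as well (726, highest other 715), but only 8 splits part every pair, too few for a share under 0.05 (the real one 1.16 times the highest other of them). For mat5 against mat2 it was 2 of 35 (750, highest other 756) and for mat2 against mat3 4 of 35 (609, highest other 628), so chance cannot be excluded, although splits that part every pair had at most 520.0 and 557. For pro4 against pro3 it was 1 of 10 (4, highest other 0), and 10 splits are too few for a share under 0.05.

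Maturing cells carried 5 subtype labels here. That is more than the number of sub-populations quoted from the study above. The study's figure covers fewer immature neurons than are labelled maturing here, and the gap at each age equals the number of mat4 cells (8 in all). If these are the cells left out, there would still be more labels than sub-populations. The difference in cells alone thus does not account for the numbers.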
